# Combinatorial Discriminant Analysis Applied to RNAseq Data Reveals a Set of 10 Transcripts as Signatures of Exposure of Cattle to *Mycobacterium avium subsp. paratuberculosis*

**DOI:** 10.3390/ani10020253

**Published:** 2020-02-05

**Authors:** Michela Malvisi, Nico Curti, Daniel Remondini, Maria Grazia De Iorio, Fiorentina Palazzo, Gustavo Gandini, Silvia Vitali, Michele Polli, John L. Williams, Giulietta Minozzi

**Keywords:** Johne’s disease, bovine, *Mycobacterium avium subsp. paratuberculosis*, RNAseq, combinatorial discriminant analysis, biomarker discovery

## Abstract

**Simple Summary:**

Paratuberculosis or Johne’s disease (JD) in cattle is a chronic granulomatous gastroenteritis caused by infection with *Mycobacterium avium subspecies paratuberculosis* (MAP). JD is not treatable; therefore, the early identification of infected animals is a key point in reducing its incidence worldwide. In this paper, combinatorial discriminant analysis was applied to transcriptomic data to find a small set of differentially expressed genes able to discriminate between exposed cattle from non-exposed animals. Results of the discriminant analysis identified 10 transcripts that differentiate between ELISA-negative animals belonging to paratuberculosis-positive herds that were potentially exposed to MAP and negative-unexposed animals belonging to paratuberculosis-negative herds. The 10 transcript signature was also used for the classification of 5 cattle positive-for-MAP infection samples, with the underlying hypothesis that their transcriptional profile should be closer to potentially exposed animals than to controls. The same set of 10 transcripts was able to differentiate ELISA-negative unexposed animals from positive animals based on the results of the ELISA test for bovine paratuberculosis and faecal culture. In conclusion, these findings suggest the possible use of the identified RNA expression signature as a new diagnostic test for paratuberculosis.

**Abstract:**

Paratuberculosis or Johne’s disease in cattle is a chronic granulomatous gastroenteritis caused by infection with *Mycobacterium avium subspecies paratuberculosis* (MAP). Paratuberculosis is not treatable; therefore, the early identification and isolation of infected animals is a key point to reduce its incidence. In this paper, we analyse RNAseq experimental data of 5 ELISA-negative cattle exposed to MAP in a positive herd, compared to 5 negative-unexposed controls. The purpose was to find a small set of differentially expressed genes able to discriminate between exposed animals in a preclinical phase from non-exposed controls. Our results identified 10 transcripts that differentiate between ELISA-negative, clinically healthy, and exposed animals belonging to paratuberculosis-positive herds and negative-unexposed animals. Of the 10 transcripts, five (*TRPV4*, *RIC8B*, *IL5RA*, *ERF*, *CDC40*) showed significant differential expression between the three groups while the remaining 5 (*RDM1*, *EPHX1*, *STAU1*, *TLE1*, *ASB8*) did not show a significant difference in at least one of the pairwise comparisons. When tested in a larger cohort, these findings may contribute to the development of a new diagnostic test for paratuberculosis based on a gene expression signature. Such a diagnostic tool could allow early interventions to reduce the risk of the infection spreading.

## 1. Introduction

Paratuberculosis or Johne’s disease (JD) in cattle is a chronic granulomatous gastroenteritis caused by infection with *Mycobacterium avium subspecies paratuberculosis* (MAP) [1,2]. JD is present worldwide, is a welfare issue and causes significant economic losses. Cattle are usually infected as young calves but typically do not show clinical signs before 24 months of age; however, not all infected animals progress to clinical disease [1]. During this extended period of silent infection, animals may shed MAP in their feces into the environment before infection can be diagnosed with the current methods. JD is not treatable; therefore, the early identification and isolation of infected animals before they start shedding the bacteria is a key point to reduce its incidence in cattle herds worldwide. 

An association between MAP and Crohn’s disease (CD) in humans has been suggested. Both JD and CD share similar symptoms and lesions, and MAP has been identified in tissue isolates of CD patients; however, the causative association is still controversial [3,4]. Given the economic losses and welfare concerns for livestock, and possible human health risk, the research interest in JD has been focused on the substantial difficulty in early diagnosis of infected animals and the exploration of potential new diagnostic techniques [5].

Several studies have analyzed transcriptomic profiles of both RNA and MicroRNA in cattle to identify indicators of MAP infection status [6,7,8,9,10]. One of these studies [9] used RNAseq transcriptomic profiling of bovine monocyte-derived macrophages (MDM) cultured in vitro and infected with the L1 MAP strain and identified 3212 differentially expressed transcripts at 2, 6 and 24 h post-infection. Understanding the host–pathogen interaction in the initial phases is essential to understand the biology of infection. Nevertheless, the transcriptomic profile of the later phases of the disease may guide the identification of changes occurring in the pre-clinical and clinical phase of disease. 

In a previous study conducted by the authors of the current manuscript, the whole blood transcriptomic profiles of 5 animals serologically positive to the ELISA test for MAP (PP), 5 ELISA-negative potentially exposed animals (NP) and 5 serologically negative unexposed control animals (NN) were described [8]. In total, in our previous work, we identified 258 differentially expressed genes (DE) between the three groups: 162 were differentially expressed between PP vs. NN, 94 between NP vs. NN and 2 between PP and NP. 

In the context of high-throughput data analysis, a challenge is defining an optimal choice of variables (a “signature”) to classify groups of samples or regress trends with optimal performance and minimum dimensionality. Usually, high-throughput omics data (e.g., transcriptomics, genomics, methylomics) provide datasets with tens to hundreds of samples, and often 1000 times larger numbers of variables [11]. The objective of dimensionality reduction through the choice of an optimal signature is twofold: (1) the identification of relevant variables that should separate the signal from the noise (i.e., variables not significantly associated to, or descriptive of the studied process); and (2) in a practical context, it is important to establish future diagnostic criteria that can be implemented in cheap and simple toolkits, such as PCR cards or dedicated microarray chips, that usually test a small number of transcripts (ranging from tens to hundreds, at most). We have recently applied dimensionality reduction methods in other high-throughput gene expression contexts, with, e.g., 10^4^ transcripts, and obtained an approximately 1000-fold reduction of the number of transcripts required while retaining the discriminatory signatures [12,13,14]. These studies show the feasibility of such approaches, which could be translated into diagnostics for clinical practice, or to suggest different therapeutic strategies based on the patient’s genomic profile (in the scope of so-called personalized medicine).

The purpose of the present study was to apply machine learning approaches, specifically a custom algorithm involving Combinatorial Discriminant Analysis, to RNAseq data on cattle belonging to three groups based on different MAP infection status [8], to find an optimal low-dimensional signature able to discriminate between ELISA-negative potentially exposed animals compared to negative-unexposed controls. Such a signature, when validated in a larger cohort of animals, could aid early interventions to reduce sanitary and economic burdens and to reduce the risk of JD infection spreading. 

## 2. Materials and Methods

### 2.1. Animal Resource

Holstein dairy cows (15 animals in total) were selected from two herds, one MAP-free (verified by ELISA and the absence of clinical cases) and the other positive for MAP (verified by ELISA, faecal culture and the presence of clinical cases). From the positive herd, 5 positive (PP) cows based on ELISA test results and 5 ELISA-negative, potentially exposed (NP) animals were chosen. All animals were 4 to 5 years old, had a body condition score (BCS) of 3 points and were at 170 to 190 days in milk (DIM) when sampled. The five ELISA positive subjects (PP) were confirmed by faecal culture. Five negative non-exposed control animals (NN) were selected from the negative herd, matched for age, stage of lactation, BCS and DIM with the positive and exposed animals [8]. 

### 2.2. Sample Preparation, RNA Extraction and Quality Control

Samples preparation, DNA extraction, library preparation and quality control are detailed in Malvisi et al. (2016) [8]. In brief, samples used were taken during obligatory routine animal sanitary controls by an authorised veterinarian. No ethical approval was required, in compliance with the European Directive 2010/63/UE and the Italian Regulation D. Lgs n. 26/2014. Whole blood was collected into PAXgene^®^ Blood RNA tubes (PreAnalytiX GmbH). Total RNA was extracted using the PAXgene^®^ Blood miRNA kit (PreAnalytiX GmbH). RNA concentration was measured by a NanoDrop^™^ 1000 spectrophotometer (Thermo Scientific) and RNA integrity was assessed with an Agilent 2200 TapeStation system (Agilent Technologies).

### 2.3. RNA-Seq Library Preparation and Sequencing

Libraries were prepared with the Illumina Truseq RNA sample prep kit (Illumina Inc., USA), size and yield were evaluated using an Agilent TapeStation 2200. Fifteen libraries were prepared and equimolar amounts of 5 samples were mixed before NaOH denaturation. Each of the pools was run in a lane of a Hiseq Flowcell. The Illumina Truseq PE cluster kit v3 was used to generate clusters on the grafted Illumina Flowcell and the hybridised libraries were sequenced on a Hiseq2000 with a 100 cycles of paired-end sequencing module using the Truseq SBS kit v3 (Illumina Inc., San Diego, CA, USA).

### 2.4. Availability of Data

All data generated or analysed during this study are available online (GEO reference number GSE130124). Furthermore, all data are available on request. In addition, all transcript counts per sample are given as supplementary information files GSE130124.

### 2.5. RNA-Seq Data Analysis

Preliminary quality control of raw reads was carried out with FastQC software v0.11.2 [15]. Illumina raw sequences were trimmed using Trimmomatic [16] and PCR primers and Illumina adapter sequences were removed. Minimum base quality 15 over a 4-base sliding window was required, then only sequences longer than 36 nucleotides were included in the downstream analysis. Reads which successfully passed trimming were mapped against the *Bos taurus* UMD3.1.68 reference genome sequence, using STAR [17] aligner to obtain BAM alignment files. The BAM files were sorted and indexed using Samtools [18]. In order to quantify counts for each sample, a list of genes and relative abundance of mapping reads were extracted using htseq-count [19]. These count files were used for downstream statistical analysis. Data from Malvisi et al. [8] was used (GEO reference number GSE 130124).

### 2.6. Signature Identification

A combinatorial discriminant analysis was conducted on the RNAseq data of the 15 samples derived from the study published by the authors [8], which has been previously analysed using a traditional pairwise comparison between groups at a single gene level. In detail, the dataset comprised 15,036 transcripts from 15 samples, classified as “serologically negative non-exposed cows/healthy” (5 samples, labelled as NN), “serologically negative exposed cows” (5 samples, NP) and “serologically positive/clinical cows” (5 samples, PP). 

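The count table held 24616 Ensembl genes, of which 19520 had a count in at least 1 of the 15 animals. Of these, 13527 genes had non-zero counts in all 15 animals, and 5993 were at zero in at least 1 animal. The removed genes included 733 that were at zero in a single animal. For 423 of these 733 genes that animal was the NP cow L39A, whose library had the lowest gene total, and for 107 it was the NN cow L83. The NN cow L77 accounted for 50 genes, and each of the other 12 animals for 30 or fewer. The table also held 5 rows of the counting program for reads given to no gene, and 3 of these rows were non-zero in all 15 animals. With those rows left in, 13530 rows passed the same filter.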

Only transcripts with non-zero counts for all samples were considered, reducing the dataset to 13,529 transcripts.

A custom feature selection algorithm based on Quadratic Discriminant Analysis was used to identify an optimal low-dimensional signature able to discriminate between NN and NP samples based on a method developed by the authors, described in [20,21,22], which had been used previously to analyse biological and social data [13,14,21]. The algorithm evaluates all possible pairs of transcripts which it groups onto a transcript–transcript network weighted by classification performance. The putative signatures are obtained through thresholding based on classification performance for the disconnected components resulting from the initial weighted network. However, optimal performance of the algorithm requires a larger sample size than that available in this study [14,20,21,22], to allow more performance threshold values to be tested. The smaller sample size used here tends to generate a single giant component with a large number of transcripts. Thus, to reduce the dimensionality of the classification signature, (1) the most central nodes of the giant component were considered, with a combination of two centrality measures (betweenness centrality [23] and clustering coefficient [24]) that reduced the signature size to 123 transcripts; (2) the pendant nodes (i.e., with only one link) were recursively removed, until no further removals were allowed, leading to a final signature of 10 transcripts. In order to validate the classification performance of the signature, as the low number of samples did not allow the application of procedures such as robust k-fold cross-validation with a subset of samples of the same classes, we used the signature to classify the PP data, which was not used for signature identification, with the hypothesis that these samples should be classified more closely to the NP samples than the NN ELISA-negative samples. 

## 3. Results

### 3.1. Results of the NGS Pipeline Analysis

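Whole blood RNA of 15 Holstein cows was sequenced, with 5 PP, 5 NP and 5 NN animals and 1 library per animal. The deposited values were read counts per Ensembl gene on the bovine assembly UMD3.1, made by the authors with Trimmomatic, STAR and htseq-count, and they were not normalized. Counts assigned to genes ranged from 9115850 to 24486412 per animal in NN (median 12455857), from 4060738 to 21056119 in NP (median 18999851) and from 15577233 to 23295189 in PP (median 18365559). The lowest total was that of the NP cow L39A. The share of counted reads that fell in no annotated gene was 32.9% ± 1.33 (SD, n = 5) in NN, 30.2% ± 2.48 (SD, n = 5) in NP and 29.5% ± 1.41 (SD, n = 5) in PP. It was higher in every NN animal than in every PP animal (two-sided exact permutation test, p = 0.0079, the smallest p that 5 animals against 5 allow; 0.024 after Benjamini-Hochberg adjustment over 3 comparisons). The comparison of NP with NN gave an adjusted exact permutation p of 0.071.

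Differential expression was tested with edgeR's quasi-likelihood test on the counts, scaled by TMM, in 1 model over the 15 animals. The 12803 genes with a CPM (reads scaled by library size) of at least 1 in at least 5 animals were tested, and p-values were adjusted by the Benjamini-Hochberg method. Genes were called DE at the thresholds the paper states, an adjusted p under 0.05 and a log2 fold change above 1 or below -1. All NN animals came from the MAP-free herd and all PP and NP animals from the positive herd, so herd and exposure split the animals in the same way. The libraries were sequenced in pools of 5 per lane, and the sources used here do not assign animals to lanes. The deposited table gives Ensembl gene identifiers, and the files do not pair them with gene symbols, so genes are given by identifier and the transcripts of Table 1 were not analysed by name.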

The results of the RNAseq analysis pipeline and list of differentially expressed genes between the three animal groups (PP, NP and NN) are described by Malvisi et al. [8]. In summary, RNAseq data for whole blood of the 5 PP, 5 NP and 5 NN animals identified 12,366 genes, of which 258 were differentially expressed (DE) in the three comparisons: 162 genes were DE comparing PP vs. NN, 94 genes for NP vs. NN and 2 genes for PP vs. NP. 

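In PP compared with NN, 76 genes were higher and 50 were lower, 126 DE genes in all. With library totals only 44 were higher and 46 lower, and without the PP cow L44A 72 were higher and 84 lower, so the excess of higher genes depends on these settings. The median log2 fold change was 1.21 among the higher genes and -1.29 among the lower genes. In NP compared with NN, 17 genes were higher and 6 were lower, 23 DE genes in all, with medians of 1.26 and -1.54. In this comparison higher genes outnumbered lower ones under every planned setting, leaving out animals included, but the size of the excess varied. There were 15 higher and 10 lower with library totals only, 56 and 44 with DESeq2, and 9 and 8 without the NP cow L39A. The total of 23 depended on the method: it was 100 with DESeq2, 99 with the edgeR likelihood-ratio test, 12 with limma-voom and 8 with the animals of 2 groups, and 5 to 15 without any 1 of the NN cows L77, L78 and L82, the NP cows L43A and L66A and the PP cows L40A, L41A and L47A. For PP vs. NN it was 42 to 62 without any 1 of the NN cows L78 and L82 and the PP cows L41A, L47A and L65A, and 190 without the PP cow L40A. With the share of reads outside genes as a covariate, chosen after the data were seen, 1 gene was DE in PP vs. NN and 7 in NP vs. NN, but the log2 fold changes of the 126 and the 23 genes had median ratios of 0.930 and 0.881 to those without the covariate, and their median standard errors widened from 0.304 to 0.397 and from 0.240 to 0.258. No gene was DE between PP and NP by edgeR's quasi-likelihood test, although 1347 genes had an unadjusted p under 0.05 (823 without the PP cow L41A and 878 without the NP cow L61A), and DESeq2 called 2. If no gene had changed, a share of 0.05 of the 12803 genes tested would on average have such an unadjusted p by chance. Genes are not independent, and the spread of this number by chance was not computed. The 1347 genes alone thus do not show a difference between PP and NP. At an adjusted p under 0.05 alone, 782 genes were higher and 520 lower in PP than in NN, 30 were higher and 12 lower in NP than in NN, and none passed between PP and NP by this edgeR test (3 by DESeq2). These counts varied as well: PP vs. NN had 542 genes with library totals only, 2096 with DESeq2 and 264 to 2476 without 1 animal (NN L78 and NN L83), and NP vs. NN had 521 with DESeq2 (265 higher and 256 lower), 10 with the animals of 2 groups and 6 to 82 without 1 animal (NN L82 and NN L83). With library totals only 22 genes were higher and 19 lower in NP, and without the NP cow L39A 13 and 11, so this excess of higher genes also depended on the settings. Of the 126 DE genes of PP vs. NN, 90 had no overlap between the 5 animals of one group and the 5 of the other, as did all 23 DE genes of NP vs. NN. Chance gives such a gap for 0.794% of genes, and it was seen for 6.83% of all genes tested in PP vs. NN and for 3.62% in NP vs. NN. In PP vs. NP, where this edgeR test called no gene DE, it was seen for 1.73%. The spread of these shares by chance was not computed either, so 1.73% alone does not show a difference.

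The DE lists of PP vs. NN and NP vs. NN had 16 higher and 3 lower genes in common. Independent lists of these sizes would share 0.101 higher and 0.0234 lower genes. The number in common was 63 with DESeq2, 60 with the edgeR likelihood-ratio test, 10 with limma-voom, 7 with the animals of 2 groups and 1 with the covariate. It was 4 without the NN cow L82 or the NP cow L66A, 5 to 12 without any 1 of the NN cows L77 and L78, the NP cows L39A and L43A and the PP cows L40A, L41A, L47A and L65A, and 25 without the NN cow L83. All 126 DE genes of PP vs. NN had the same sign in NP vs. NN. Their log2 fold changes in NP vs. NN had a median ratio of 0.808 to those in PP vs. NN. All 23 DE genes of NP vs. NN had the same sign in PP vs. NN, with a median ratio of 0.930. Both comparisons use the same NN animals, which by itself favours the same sign. With the NN animals divided so that each comparison had its own controls, the lists shared 0 to 9 genes over 20 divisions (median 0.5). Each comparison then had only 2 or 3 controls, and the NP vs. NN list had medians of 3 higher and 1 lower genes. In some divisions a list was empty, which fixes the shared number at 0. The divisions thus do not tell how much of the overlap comes from the shared controls, and part of it may.

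Among the DE genes of PP vs. NN without overlap between the groups, the 2 with the highest and the 2 with the lowest log2 fold changes are given. ENSBTAG00000022275 was at 4.14 ± 0.785 CPM (SD, n = 5) in PP, 3.21 ± 0.868 CPM (SD, n = 5) in NP and 1.08 ± 0.679 CPM (SD, n = 5) in NN. Its log2 fold change in PP vs. NN was 1.96 (standard error 0.34, adjusted p = 0.0064 from edgeR's quasi-likelihood test). In NP vs. NN it was 1.58 (standard error 0.35, adjusted p = 0.057 from the same edgeR test), which passed with DESeq2 (adjusted p = 0.0011), with the edgeR likelihood-ratio test (adjusted p = 0.0013) and without the NN cow L83 (adjusted p = 0.018, edgeR). ENSBTAG00000047836 rose in both groups, from 0.850 ± 0.228 CPM (SD, n = 5) in NN to a mean of 3.40 CPM (range 2.31 to 5.18, n = 5) in NP and 3.17 ± 0.314 CPM (SD, n = 5) in PP. The log2 fold changes were 1.87 in PP vs. NN (standard error 0.24, adjusted p = 0.0040, edgeR) and 1.91 in NP vs. NN (standard error 0.25, adjusted p = 0.0031, edgeR). ENSBTAG00000038843 fell in PP, to 0.323 ± 0.201 CPM (SD, n = 5) from 2.21 ± 1.66 CPM (SD, n = 5) in NN, a log2 fold change of -2.76 (standard error 0.74, adjusted p = 0.029, edgeR). In NP it was at 1.64 ± 1.33 CPM (SD, n = 5), and NP vs. NN did not pass the test (adjusted p = 0.69, edgeR). ENSBTAG00000003440 fell to 1.11 ± 1.08 CPM (SD, n = 5) in PP from 5.61 ± 2.51 CPM (SD, n = 5) in NN, a log2 fold change of -2.36 (standard error 0.63, adjusted p = 0.031, edgeR). In NP it was at 1.55 ± 1.24 CPM (SD, n = 5), with a log2 fold change of -2.08 (standard error 0.65, adjusted p = 0.13, edgeR; 0.048 with DESeq2). The PP vs. NN call of ENSBTAG00000038843 was lost without the NN cow L82 or any of the PP cows L41A, L44A, L47A and L65A (adjusted p = 0.052 to 0.089, edgeR), and that of ENSBTAG00000003440 without any of the NN cows L77, L78 and L82 and the PP cows L41A, L47A and L65A (adjusted p = 0.053 to 0.084, edgeR). With the animals of 2 groups only, ENSBTAG00000038843 was not tested in PP vs. NN, since fewer than 5 of these animals reached 1 CPM. With the share of reads outside genes as a covariate, none of the 4 passed in PP vs. NN (adjusted p = 0.12 to 0.18, edgeR), while their log2 fold changes were 1.66, 1.52, -2.93 and -3.44 in the order given.

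**Figure D1:**
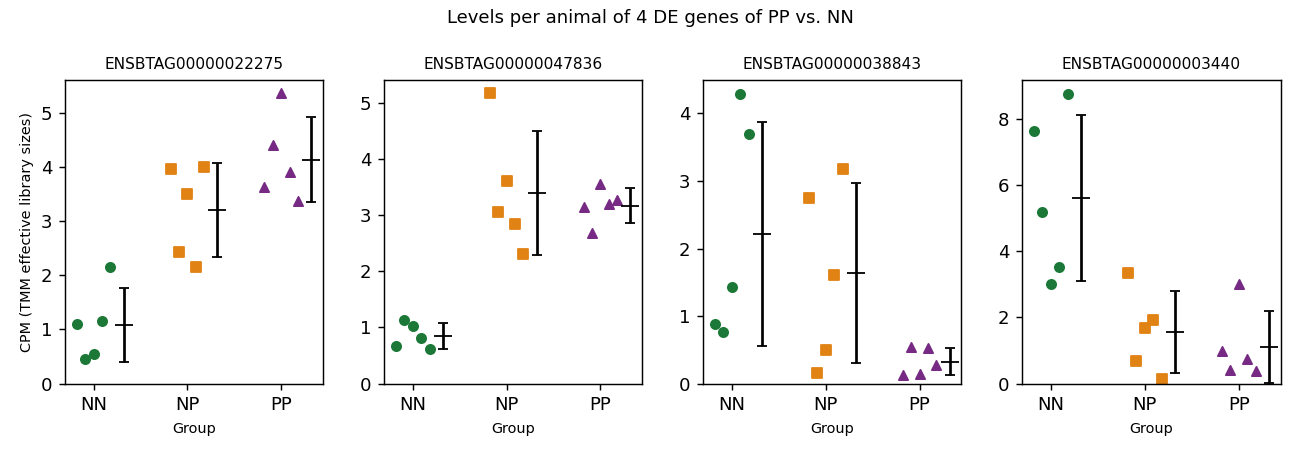
CPM on TMM effective library sizes of 4 genes (vertical axes) in the NN, NP and PP animals (horizontal axes). Each point is 1 animal, the horizontal bar is the mean and the whiskers are the SD of 5 animals. In ENSBTAG00000047836 the NN animals lie between 0.617 and 1.14 CPM and the PP animals between 2.68 and 3.55 CPM.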

Differential expression was defined as log_2_ fold change value above 1 or below -1 and a FDR threshold of 0.05. The complete list of DE genes for each comparison, derived from Malvisi et al. [8], is given in Supplementary tables (Tables S1–S3).

### 3.2. Results of the Signature Analysis 

Starting from the top-performing pairs of transcripts, with the first thresholding step of the weighted transcript network (see the Methods section) we obtained an initial signature of 123 transcripts capable of correctly classifying 4 out of the 5 NN samples (80%) and all 5 NP samples (100% performance). 

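The first step of the search was computed on the 13527 genes with non-zero counts in every animal. Each of the 91483101 pairs was scored on log2(CPM) by a quadratic discriminant with separate variances and no covariance, and each of the 10 NN and NP animals was classified from the other 9. Of these pairs, 807618 (0.883%) classified all 5 NN and all 5 NP animals correctly. They joined 12816 transcripts, 94.7% of those scored. The transcript with the most such pairs had 11290, and the next had 11104 and 10895, while the median transcript had 49. There were 120 transcripts that classified all 10 animals on their own, 49 of them higher and 71 lower in NP than in NN, and 565388 of the pairs held at least 1 of these. The 123 transcripts with the most pairs were part of 590387 pairs. They were taken by number of pairs alone and were not matched to the paper's 123 transcripts, which were chosen by centrality measures. Of the pairs that classified all NN and NP animals, 347097 (43.0%) also assigned all 5 PP animals to NP rather than to NN, and 225869 assigned 4 of the 5. The number of pairs was 528692 with the covariance of the 2 transcripts included, and 1576459 with 1 variance for both groups. Over 9 animals it was 1334638 without the NN cow L83, 1251825 without the NP cow L39A and 694249 without the NN cow L82. Of 100 divisions of the 10 animals into 2 groups of 5, the real groups included, 3 gave at least 807618 pairs. The highest other division gave 1136343, so chance is excluded only by a narrow margin.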

The average performance was therefore 90%, with a Matthews correlation coefficient MCC = 0.82 (a complete list of the 123 transcripts is given in Supplementary Table S4). 

Processing the 123-transcript network by removing all pendant nodes, we obtained a final signature with 10 transcripts (Table 1) with a 100% performance classifying all NN and NP samples (Figure 1). Five transcripts of the signature show significant difference in the pairwise comparisons between the NN and NP groups (TRPV4, RIC8B, IL5RA, ERF and CDC40, see Table 1). The minimum log_2_ fold change difference was −0.016 (*ASB8* gene transcript) while maximum was −1.556 for the *IL5RA* transcript.

The first two principal components in a PCA of the 10-transcript signature (Figure 1) highlight a clear separation between NN and NP + PP samples. Moreover, the expression levels of the single transcripts of the signature show a progressive increase or decrease from a healthy (NN) samples to a positive (PP) samples, passing through the exposed (NP) sample class, specifically for EPHX1, IL5RA, ERF and CDC40 (Figure 2). In the 123-transcript network, all nodes are directly connected to a central 10-transcript core, while only these core 10 transcripts, which form the signature, are connected to each other (see Figure 3).

To further validate the goodness of the signature, we generated 10,000 different signatures with 10 randomly chosen transcripts, and then applied a Leave-One-Out cross validation procedure to quantify the classification performance of these signatures. Only 50 of these signatures (i.e., the 0.5% of the total random signatures) produced a better classification performance than that achieved using the core 10 transcripts. Thus, it is unlikely to obtain a signature of similar performance with the same number of transcripts by pure chance. 

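The distribution behind such a comparison was computed by drawing 10000 sets of 10 transcripts from the 13527 genes with non-zero counts in every animal. Each of the 10 NN and NP animals was classified by the quadratic discriminant without covariance, trained on the other 9. All 10 animals were classified correctly by 42 sets (0.42%), at least 9 by 301 sets (3.01%) and at least 8 by 1088 sets (10.9%). Of 100 divisions of these animals into 2 groups of 5, the real groups included, 5 gave at least 42 sets without an error. The highest other division gave 128, so chance is not excluded for this count. With the real groups the median set classified 5 animals correctly, and the mean accuracy was 53.3%. The NN cow L83 was classified correctly by 1946 sets and the NP cow L39A by 1889, while the NP cow L43A was classified correctly by 7788. With all NN and NP animals used for training, 2980 of the 10000 sets (29.8%) assigned all 5 PP animals to NP. Among the 42 sets without an error the number was 18 (42.9%). The number of sets without an error was 79 with CPM on TMM effective library sizes, 449 with a linear discriminant and 245 with the nearest class centroid. Without the NN cow L82 it was 18, without the NP cow L43A it was 24, and without the NN cow L83 or the NP cow L39A it was 79 and 67, over 9 animals. The performance of the Table 1 signature itself was not computed here, since the files do not pair gene identifiers with symbols. From its own share of random signatures with better performance, the paper reasons that a signature of this kind is unlikely to arise by chance.

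**Figure D2:**
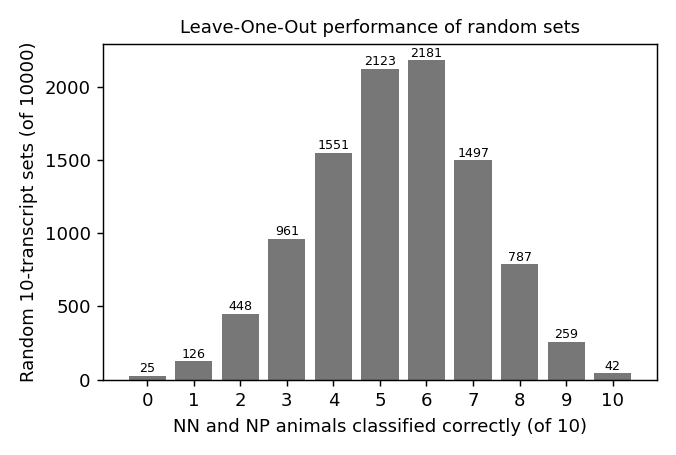
Number of random 10-transcript sets (vertical axis) by the number of NN and NP animals classified correctly in Leave-One-Out (horizontal axis, of 10 animals). The bars are highest at 5 and 6 animals, with 2123 and 2181 sets, and 42 sets reached 10.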

The statistical significance of the signature identified using our feature selection algorithm would be improved by extending the data set.

## 4. Discussion

Earlier detection of subclinical disease is urgently required to enhance control of MAP. However, the mechanisms involved in progressive evolution of JD phases are still unknown, which limits the development, identification and sensitivity of diagnostic tools. Gene expression profiling from peripheral blood has been shown to discriminate patients affected by Crohn’s Disease, ulcerative colitis and non-inflammatory diarrheal disorders [25]. Recently, a smaller panel of only 6 genes that are differentially expressed during inflammatory bowel disease, identified by supervised learning methods, were shown to discriminate between the different stages of the disease such as mild severity, moderate-to-severe, inactive forms of Crohn’ s disease and ulcerative colitis with very high sensitivity [26]. 

Further examples involve the development of a small panel, composed of seven differentially expressed genes (*ANXA3*, *CLEC4D*, *LMNB1*, *PRRG4*, *TNFAIP6*, *VNN1* and *IL2RB*), able to discriminant between subjects according to their relative risk for colorectal cancer in an average-risk population based on 642 samples [27]. Therefore, mRNA expression profiling is seen as a potential source of biomarkers for early diagnosis of JD [7,28,29]. Several DE transcripts have been identified in whole blood of Holstein–Friesian calves challenged with a high or low dose of MAP three months after inoculation and control calves [28]. Furthermore, the same authors identified that calves receiving a high dose of MAP showed more up-regulated transcripts. In a study of a mixed population of Holstein and Holstein Red calves aged between 2 to 4 months inoculated experimentally with MAP, 63 DE genes were identified early in infection [29]. Of the genes identified in these studies, some have a role in immune function (*IL7*, *TRIM13*, *ICOS*, *CD46*), but none are in common with the 10 genes forming the core signature identified in the present study. However, experimental designs differed, and responses of young calves exposed to experimental MAP infection may not coincide with those of naturally infected (PP) adult cattle examined here. 

The aims of high-throughput discovery studies are to gain deeper biological insight into the underlying phenomena (as in Malvisi et al. [8]), or to find an optimal subset of variables able to describe the phenomenon (e.g., in terms of sample classification or stratification) by means of robust statistical analyses. In this paper, we applied a custom dimensionality reduction method to the initial set of variables to obtain a multivariate signature, with optimal performance in terms of sample classification using a small subset of variables. The authors have successfully applied this approach in other contexts involving high-throughput transcriptomics data. These analyses allowed samples to be stratified and different therapeutic strategies based on individual genomic profiling to be proposed, and in some cases, specific pathways associated to the clinical outcome to be identified [12,13,14]. The methodology identifies DE genes that individually may not be significant or biologically relevant, but that taken together as a group, gain discriminative value.

Results of supervised classification analysis of the RNAseq data reported here identified a signature of 10 transcripts that is able to differentiate between ELISA-negative, likely exposed, but clinically healthy animals belonging to JD positive herds (NP), and negative-unexposed animals (NN). Furthermore, the same set of 10 transcripts differentiate negative-unexposed (NN) animals from positive animals defined by the ELISA test for bovine paratuberculosis and faecal culture (PP). 

Within the 10 transcripts of the signature, 5 genes (*TRPV4*, *RIC8B*, *IL5RA*, *ERF* and *CDC40*) showed significant differential expression between the NN, NP and/or PP groups, while the remaining 5 transcripts (*RDM1*, *EPHX1*, *STAU1*, *TLE1*, *ASB8*) did not show a significant difference in least in one of the pairwise comparisons (Supplementary Table S4).

Among the significantly differentially expressed genes in the signature, the cell division cycle 40 gene (*CDC40*) showed the smallest fold change between classes, this gene is the most central node of the signature network associated with JD health status (Figure 3). *CDC40* is located on BTA9, and was under-expressed in the NP and PP groups, compared with the NN group. *CDC40* has been shown to be involved in clathrin-mediated endocytosis [30]. Clathrin is the best characterised coat protein involved in the endocytosis process, specifically in receptor-mediated internalization [31]. *Mycobacterium paratuberculosis* enters the host macrophages, its primary target cell, and manages to survive within the phagosome [32]. It is possible that the under-expression of *CDC40* in infected and sick animals, compared to unexposed animals, may facilitate the survival of the pathogen within the host target cell. In addition to the *CDC40* gene, other transcripts in the core set are involved with immune response mechanisms; these include *IL5RA*, *ERF* and *TRPV4*. These genes potentially have functions related to the biology of the progression of JD. Interleukin 5 receptor subunit alpha (*IL5RA*) is under-expressed in infected NP and serologically positive PP animals compared with unexposed NN animals. IL5 is a cytokine that acts as a growth and differentiation factor for both B cells and eosinophils. Recently *IL5RA* was found to be under-expressed in human tuberculosis (TB) patients compared with healthy controls [33]. Further, after 2 and 6 months of treatment for TB, *IL5RA* was found overexpressed in the treated patient group compared to the healthy controls, indicating a reactivation of the immune cells [33]. This is in line with the present study, where this gene is significantly under-expressed in the para-tuberculosis infected and exposed samples compared with controls. *IL5RA* may possibly be incorporated into a diagnostic tool to monitor disease progression. It is worth noting that *IL5RA* belongs to the most affected gene network associated with PP vs. NN [8]. This network is enriched in genes associated with the inflammatory response. *IL5RA* shows several connections with other DE genes in the study, indicating that *IL5RA* acts as a central node [8]. The ETS2-repressor factor gene (*ERF*) encodes a transcriptional repressor factor that is ubiquitously expressed and known to have tumor suppressor activity [32]. *ERF* is one of the five genes that was over-expressed in the PP and NP group compared with the NN group (with log_2_ fold change of 0.68 and 0.55 log_2_ fold change, respectively, between the PP and NP groups vs. the NN group). However, *ERF* was not differentially expressed between the PP and NP groups (0.126 log_2_ fold change and 0.48 p-value), although it was one of the five genes out of 10 that showed statistical significance in the pairwise comparisons [8]. Several studies suggest a role of *ERF* in the immune response and macrophage biology and is a candidate for ParaTB diagnostics [34]. It has been shown that the human Erf protein decreases the expression of mouse c-Myc mRNA in RAS-3T3 cells [34]. In normal conditions, c-Myc is a transcription factor that binds to more than 10% of human promoters and regulates several crucial cell functions [34]. ERF binding to the c-Myc promoter has been shown to reduce *c-Myc* transcription [34], and overexpression of *ERF* causes down-regulation of *c-Myc*. Interestingly, *c-Myc* is a key factor in macrophage differentiation [35]. Inhibition of *c-Myc* expression may prevent macrophage activation induced by infecting bacteria. Furthermore, the overexpression of *ERF* and repression of *c-Myc* is consistent with the under-expression we observed of *IL-15RA* [8]. The protein encoded by the *c-Myc* has been shown to affect IL-15RA mRNA levels in murine studies [36]. The Transient Receptor Potential Vanilloid 4 gene (*TRPV4* located on chromosome 17 in cattle), was overexpressed in the NP and PP animals compared with the unexposed animals. *TRPV4* encodes a non-selective cation channel (for, e.g., sodium, calcium, potassium) that is expressed widely and is involved in numerous metabolic processes in humans, including inflammation, where it contributes to disease progression [37]. Interestingly, TRPV4 has a role in gastrointestinal inflammatory diseases such as ulcerative colitis (UC) and Crohn’s disease (CD), which are part of a group of inflammatory bowel diseases (IBD) [38]. *TRPV4* is expressed widely in the intestinal tract and activation of *TRPV4* causes the release of pro-inflammatory cytokines and an inflammatory response a few hours after administration [38]. Furthermore, over-expression of *TRPV4* has been observed in murine inflamed colon tissues compared with healthy controls [38]. This suggests that as the inflammatory environment increases, both *TRPV4* expression and the activation of the non-selective cation channel help to maintain the inflammatory state. This is consistent with the increased level of expression of *TRPV4* in NP and PP animals compared to the unexposed animals (NN) seen in the present study, and suggests that *TRPV4* should be included in the set of diagnostic markers for paratuberculosis.

The other transcripts identified by the discriminant analysis do not show an obvious role in JD or bacterial infections in general. The *RDM1* (RAD52 motif containing 1) gene codes for a protein that is involved in a DNA damage repair pathway, and in the cellular response to cisplatin, a drug commonly used in chemotherapy [39,40]. STAU1 is a member of the family of double-stranded RNA (dsRNA)-binding proteins involved in the transport of mRNAs to different organelles or cell compartments. In cattle, the protein has been shown to have a role during mammalian oocyte maturation and early embryogenesis [41].

*EPHX1* (Epoxide Hydrolase 1) codes for an enzyme involved in the degradation of aromatic compounds to less reactive and more water-soluble compounds [42]. Mutations of *EPHX1* may alter its enzymatic function and lead to Familiar Hypercholanemia, a genetic disorder characterized by high serum bile acid concentrations, itching, and fat malabsorption [43]. *ASB8* (Ankyrin Repeat and SOCS Box Containing 8) has a putative role in the growth and proliferation of lung cancer, possibly as a positive regulator [44]. The *TLE1* (TLE Family Member 1, Transcriptional Corepressor) gene product is involved in hemopoiesis, epithelial and neuronal differentiation and has a role in repressing cell differentiation [45]. TLE1 has been used as a immunohistochemical marker for Synovial Sarcoma, an adult soft tissue sarcoma [46]. Lastly, the *RIC8B* (RIC8 Guanine Nucleotide Exchange Factor B) gene product is known to interact with G-alpha proteins [47] and potentiates odorant receptor signal transduction by increasing G (olf)- alpha-dependent cAMP accumulation [48].

In summary, the results of the discriminant analysis identified a 10-gene signature, the expression levels of which could discriminate between the exposed and sero-converted animals. Not all of the 10 genes were DE or relate to immune function. To further validate these findings, a larger group of animals should be tested. The study was limited by the unknown exposure status of the NP group, which gives uncertainty in the interpretation of the signature identified, and by the lack of a longitudinal information on the disease outcome of the NP group. 

## 5. Conclusions

In conclusion, the discriminant analysis described here identified a 10-gene signature, the expression levels of which could discriminate between exposed and sero-converted animals and suggest the possible use of RNA expression analysis as a new diagnostic test for JD. In particular, the approach may be able to identify infected or/exposed animals prior to sero-conversion and a positive ELISA test result. However, further tests for specificity and validation in a larger cohort are required.

## Figures and Tables

**Figure 1:**
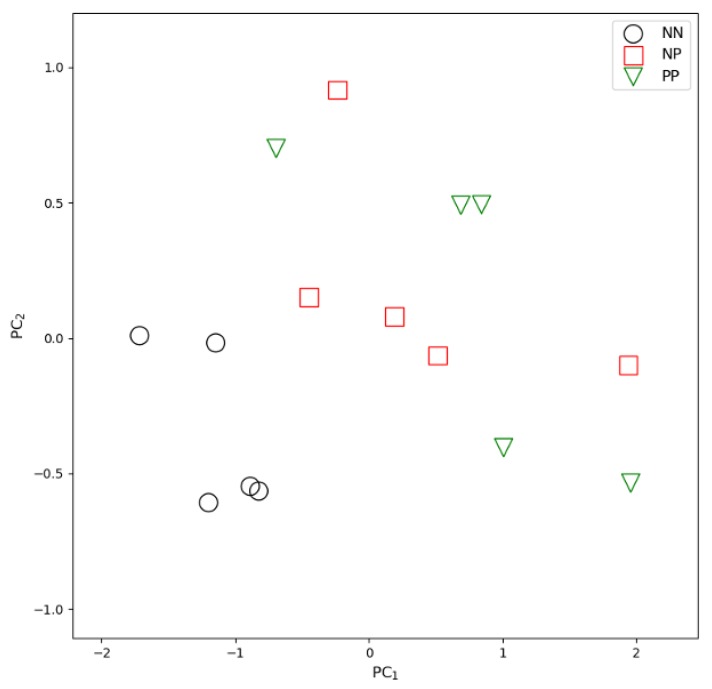
Principal Component Analysis (first 2 components) applied to the three groups of animals analyzed by RNAseq analysis (5 animals serologically positive to the ELISA test for MAP (PP), 5 ELISA-negative potentially exposed animals (NP) and 5 serologically negative unexposed control animals (NN), based on the RNA-seq profile of the 10 signature transcripts.

**Figure 2:**
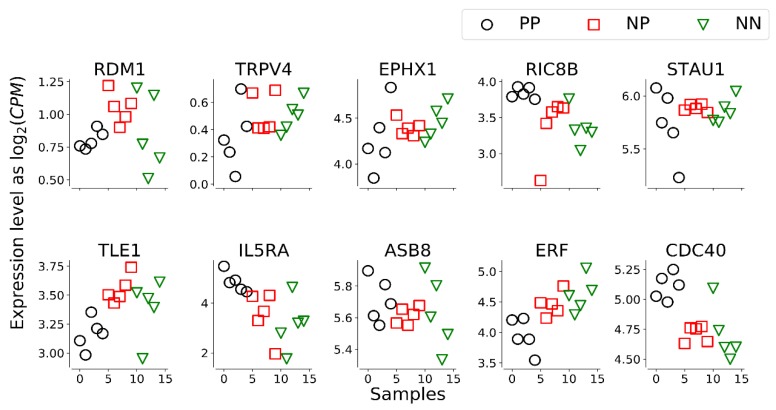
Plot of transcript levels for the 10 genes belonging to the signature. Some transcripts (EPHX1, IL5RA, ERF, CDC40) show a clear trend when moving from 5 animals serologically positive to the ELISA test for MAP (PP), to 5 ELISA-negative potentially exposed animals (NP) and 5 serologically negative unexposed control animals (NN).

**Figure 3:**
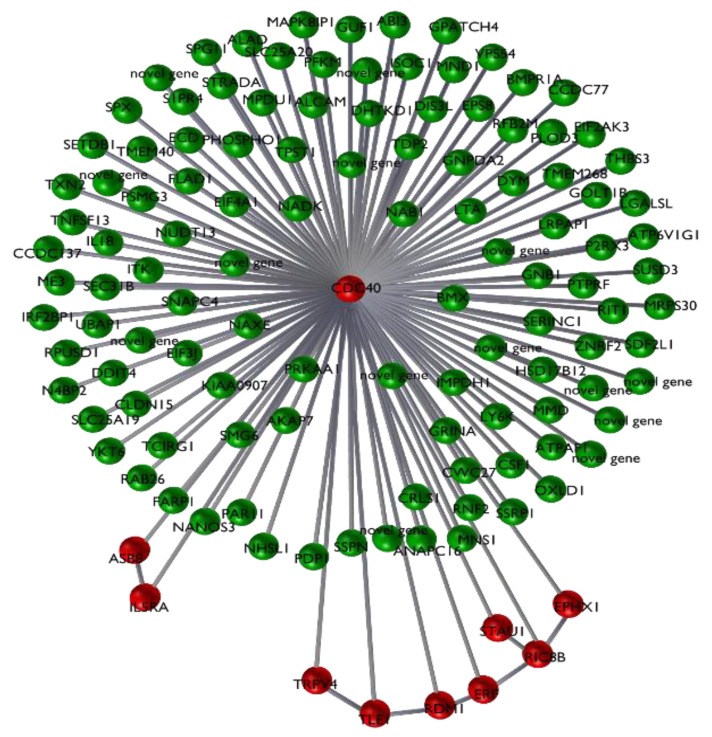
Plot of the 123-transcript network (green nodes), with a detail of the 10-probe signature (red nodes).

**Table 1:** The set of 10 transcripts that best discriminate between 5 animals serologically positive to the ELISA test for MAP (PP), 5 ELISA-negative potentially exposed (NP) and 5 serologically negative unexposed control animals (NN), and their corresponding pairwise log_2_ fold change in the PP vs. NN, NP vs. NN and PP vs. NP comparisons.

Gent Name	PP vs. NN	NP vs. NN	PP vs. NP
*RDM1*	0.153	0.492	−0.338
*TRPV4*	1.535 *	1.457 *	0.948 *
*EPHX1*	0.132	0.104	0.028
*RIC8B*	−0.538 *	−0.415	−0.122
*STAU1*	0.081	0.155	−0.074
*TLE1*	0.238	0.445	−0.207
*IL5RA*	−1.556 *	−1.191	−0.366
*ASB8*	−0.095	−0.078	−0.016
*ERF*	0.681 *	0.554	0.126
*CDC40*	−0.429 *	−0.387	−0.042

* Log_2_ fold changes that show significant difference (*p* < 0.05) in the comparison tests (Student’s *t*-test).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-2615/10/2/253/s1, Table S1. Differentially expressed genes in the positive subject when compared with the control group. Genes with an FDR < 0.05 and a Log2 fold change (LogFC) <−1 or >1 were considered as differentially expressed. Table S2. Differentially expressed genes in the exposed subject when compared with the control group. Genes with an FDR < 0.05 and a Log2 fold change (Log2FC) <−1 or >1 were considered as differentially expressed. Table S3. Differentially expressed genes in the positive subject when compared with the exposed group. Genes with an FDR < 0.05 and a Log2 fold change (Log2FC) <−1 or >1 were considered as differentially expressed. Table S4. List of 123 transcripts identified by Combinatorial Discriminant Analysis (CDA) that discriminates between cattle infected and non-infected by *Mycobacterium avium* ssp. *Paratuberculosis*.

How the deposited data were processed for this re-analysis (not part of the article)

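Whole blood RNA of 15 Holstein cows was analysed, 5 PP and 5 NP animals of a MAP-positive herd and 5 NN animals of a MAP-free herd, with the groups taken from the sample labels and the paper's definition of the groups. The cows were 4 to 5 years old and at 170 to 190 days in milk. The deposited values are raw read counts per Ensembl gene, 1 column per animal. According to the paper and the submitters' processing notes, the authors checked reads with FastQC 0.11.2, trimmed them with Trimmomatic, aligned them with STAR to UMD3.1, sorted the alignments with Samtools and counted reads per gene with htseq-count. The versions of the other tools, the strand setting and the treatment of overlapping genes are not given in the sources used here, so genes that overlap or have near-identical copies could share or lose reads. The last 5 rows of the deposited counts name no gene. They made up 38.7% to 46.6% of each animal's total, were mostly reads in no annotated gene (26.5% to 35.0%) and reads aligned to several places (9.04% to 14.0%), and stayed out of library sizes and tests.

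Gene totals ranged from 4060738 to 24486412 per animal (median 17312144). The 20 most abundant genes took 6.74% to 12.0% of the counts. Within the groups no library repeated another: over the 30 pairs of animals of the same group, the chi-square statistic per degree of freedom was 19.8 to 115.

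Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with a CPM of at least 1 in at least 5 animals were kept (12803 of 24616), libraries were scaled by TMM, and the robust quasi-likelihood test was fitted to the 3 groups of 15 animals, with contrasts PP vs. NN, NP vs. NN and PP vs. NP. P-values were adjusted by the Benjamini-Hochberg method. The standard error of a log2 fold change is its unshrunk value divided by the square root of the F statistic. On simulated data for the 12803 genes with 200 changed genes, at an adjusted p under 0.05 in the right direction and without the threshold on the fold change, the PP vs. NN contrast recovered 64 of 100 genes changed by 1 on the log2 scale and 95 of 100 changed by 2, with 5 false calls among 164. For NP vs. NN it recovered 71 and 96, with 7 false calls among 174, and for PP vs. NP 67 and 94, with 8 among 169. These rates are those of the simulated data, and whether they hold for the real animals was not tested.

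The transcript pairs and the random sets used log2(CPM) on library totals for the 13527 genes with non-zero counts in all 15 animals, with a diagonal quadratic discriminant, equal priors, and each animal classified from the others (Python 3.11.15, NumPy 2.4.6). The pair search was checked on simulated values of 300 transcripts against a direct computation of 1190 pairs, and every outcome was the same. The paper's network steps after the pair search, which use betweenness centrality and clustering coefficients, were not repeated.

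The tests, thresholds and alternatives were fixed before the data were examined, apart from those named as chosen later. The alternatives were DESeq2 size factors, library totals without TMM, library sizes without the 20 most abundant genes, 3 other filters, the DESeq2 1.42.0 Wald test, the edgeR likelihood-ratio test, limma-voom (limma 3.58.1), the animals of 2 groups only, and leaving out each animal in turn. For the pairs they were other scales, other discriminants and scoring on the training animals. Fits chosen after the data were seen are an exact test of edgeR with and without the counter's rows, a model with the share of reads outside genes as a covariate, the random sets without a comparison to the signature, and leaving out animals for the pairs, sets and shared genes. For the random sets, the other scales, the other classifiers and scoring on the training animals were also chosen later. So was the nearest centroid for the pairs.

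The deposited table holds Ensembl identifiers, and neither it nor the reference table used here (cattle RefSeq genes, on ARS-UCD2.0) pairs them with symbols: 0 identifiers matched. Tests planned by gene symbol were therefore left out, namely the 27 gene lists of cell types and pathways and the values of the 10 signature transcripts. The rule for genes named in the text was the highest and lowest log2 fold changes among DE genes whose groups did not overlap. Its condition of a gene symbol could not be applied, and 2 genes in each direction of PP vs. NN are given.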

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

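The tests of this part on depth, spread, herd and reads outside genes were written down before their own results were seen but after other fits had shown the numbers of DE genes, and the covariate was chosen after the data were seen. In each group of 5 animals, the gap of the highest or lowest animal to its neighbour was divided by the group's range and compared with Dixon's critical value of 0.71. Over 39 groups of values, 4 passed, and chance would give about 1.95.

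The NN cow L83 was at 66.6 on the first principal component of log2(CPM + 0.5) over all genes tested, where the other NN animals lay between -17.8 and 2.40. The NP cow L39A, with the lowest gene total, had a TMM factor of 0.808 against 1.01 to 1.09 in the other NP animals, and was at -40.2 on the second component, where the others lay between -8.42 and 4.08. The PP cow L40A was at 10.7 on the second component, where the other PP animals lay between -20.6 and -14.6, and the NN animals had 11.3 to 31.3.

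Exchanging L83 and L40A between NN and PP gave 2165 genes at an adjusted p under 0.05 from edgeR, against 1302 with the real groups, and 101 DE genes against 126. This was 1 of 2 splits among 100 with at least as many genes at that threshold, so a share under 0.05, and the real split alone reached 126 DE genes (1 of 100). A random division of the animals into these groups is excluded by both counts. Without L83 the real groups gave 2476 genes at that threshold, and without L40A 1861.

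PP vs. NN had more DE genes than NP vs. NN by edgeR's quasi-likelihood test, 126 against 23. All 126 had the same sign in NP vs. NN, with a median ratio of 0.808 to the log2 fold changes of PP vs. NN, but the controls are shared. As a ratio, the gap in counts was smaller with DESeq2 (186 against 100) and with the edgeR likelihood-ratio test (179 against 99). It was wider with limma-voom (167 against 12) and with the animals of 2 groups (96 against 8). With the share of reads outside genes as a covariate the order was the opposite (1 against 7). With every library thinned to 4060738 counts, PP vs. NN had 65 to 98 DE genes and NP vs. NN 5 to 25, and the first count was over 1.2 times the second in 20 of 20 thinnings, which argues against depth. Without the shallowest NP library NP vs. NN had 17 DE genes and PP vs. NN 146. The median SD of log2 values on TMM effective library sizes was 0.238 between all NP and 0.245 between all PP animals, and without the shallowest library the NP value was 0.187, or 0.762 times the PP value. On log2(CPM), the scale first set for this test but computed later, NP was wider with all animals (0.302 against 0.271) and narrower without that library (0.201), also than PP without L40A (0.244). Without that library NP vs. NN still had fewer DE genes, 17 against 50 to 190 for PP vs. NN without 1 PP animal. The narrower NP spread rests on leaving out that library, and both counts come from 1 model over all groups. The values therefore do not decide whether a wider spread in NP had a part. A larger effect of infection in PP stays open as an untested explanation, since no gene was DE between PP and NP by edgeR's quasi-likelihood test (1347 at an unadjusted p under 0.05, 823 without PP L41A and 878 without NP L61A), while DESeq2 called 2 and the exact tests of edgeR 2 each.

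Reads in no annotated gene took a larger share in NN than in PP, and with this share as a covariate 1 gene was DE in PP vs. NN in place of 126. The median ratio of the 126 log2 fold changes with the covariate to those without was 0.930 (quartiles 0.791 and 1.199), while their median standard error went from 0.304 to 0.397. The fold changes thus stayed in the median, with a wide range of ratios, and the calls ended with the wider errors. Every NN animal had a higher share than every PP animal, so the model can hardly separate this share from the group. It does not decide how far the share is a cause. Herd of origin cannot be told apart from exposure, since every NN animal came from the other herd: PP and NP together gave 103 DE genes against NN, and no test here separates the 2 explanations.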

How the results depend on the processing

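Each library holds 1 animal, and no paired analysis was possible because the animals of different groups share no replicate label. The tests planned by gene symbol (27 gene lists with camera and the 10 signature transcripts) were not run. The cause of the changes below was not tested, except that the fits to 2 groups and without an animal use fewer animals. The 126 DE genes of PP vs. NN stayed within 1.5 times under all 10 planned settings other than leaving out animals, from 90 with library totals only to 186 with the DESeq2 Wald test. Under those 2 settings 82 and 124 of the 126 genes were called again. With library totals only, 44 DE genes were higher and 46 lower, in place of 76 and 50, and without PP L44A 72 and 84. At an adjusted p under 0.05 the 1302 genes of PP vs. NN became 542 with library totals only, 853 without a filter, 2096 with DESeq2 and 707 with the animals of 2 groups. The 23 DE genes of NP vs. NN became 100 with DESeq2, 99 with the edgeR likelihood-ratio test, 12 with limma-voom and 8 with 2 groups, and the 42 genes at an adjusted p under 0.05 became 521, 325, 21 and 10. PP vs. NP had 0 genes, but 2 DE genes and 3 genes at an adjusted p under 0.05 with DESeq2. With the exact test, chosen after the data were seen, NP vs. NN had 95 DE genes with the counter's rows and 94 on genes only (178 and 177 at an adjusted p under 0.05), and PP vs. NP had 2 by either count. With the share of reads outside genes as a covariate, also chosen later, PP vs. NN had 1 gene and NP vs. NN 7 by either count.

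Leaving out 1 animal at a time gave 42 (without NN L78) to 190 (without PP L40A) DE genes for PP vs. NN, 5 (without NN L82 or NP L66A) to 28 (without NN L83) for NP vs. NN and 0 to 0 for PP vs. NP. PP vs. NN had 62 without NN L82, 61 without PP L41A, 50 without PP L47A, 51 without PP L65A and 165 without NN L83. At an adjusted p under 0.05 the ranges were 264 to 2476, 6 to 82 and 0 to 0. The 19 genes shared by PP vs. NN and NP vs. NN ranged from 4 to 25 without 1 animal, with a median of 0.5 when the NN animals were divided. In some divisions a list had no DE gene, so this median does not tell how much of the overlap the shared controls explain. In simulated unchanged groups the number was 0, but NP vs. NN had no DE gene in any of those 20 simulations, so this says nothing about shared genes. In fits not planned for this count, the number was 63 with DESeq2, 60 with the likelihood-ratio test, 54 and 56 with the exact test (with the counter's rows and on genes only), 10 with limma-voom, 7 with 2 groups and 1 with the covariate. The 807618 pairs became 1576459 with a linear discriminant, 8110244 when scored on the training animals and 528692 with the full covariance, and 694249 to 1334638 without 1 animal. In fits not planned for them, the 42 random sets without an error became 79 with TMM, 449 with a linear discriminant, 245 with the nearest centroid and 6169 when scored on the training animals, and 18 to 79 without 1 animal. No log2 fold change of a named gene reversed.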

Differences from the paper's values

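The paper gives 94 DE genes for NP vs. NN, and 23 were found here at its stated thresholds. Of the alternatives set before the data were examined, the DESeq2 Wald test (100) and the edgeR likelihood-ratio test (99) came within 1.5 times of the paper's count, and the other 23 did not. For PP vs. NP the paper gives 2 DE genes and 0 were found here. Of the same alternatives the DESeq2 Wald test gave 2, and the others gave 0. The paper's sum over the 3 comparisons is 258, and the sum here is 149. The DESeq2 Wald test (288), the edgeR likelihood-ratio test (278), limma-voom (179), the filter on non-zero counts (172) and leaving out NN L80, NN L83, PP L40A or PP L44A (173 to 205) came within 1.5 times, and the other 17 did not. For PP vs. NN the paper's 162 stands beside 126 here. The paper's text names no filter or tool for these counts.

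In addition, 54 fits with other normalizations, filters and edgeR tests were run after the data were seen and compared with the paper's values, and 38 of them, all exact tests of edgeR, gave counts of DE genes. These ranged from 131 to 213 for PP vs. NN, from 80 to 105 for NP vs. NN and from 0 to 2 for PP vs. NP. The paper's 162 was reached by 1 of the 38, its 94 by 7 and its 2 by 32, and no fit reached all 3. The fit with 162 kept the counter's 5 rows and a CPM above 1 in at least 3 animals with another estimate of dispersion, and gave 86 and 0 for the other comparisons. It was replaced by the tagwise estimate used in the other 36, which gave 161, 95 and 2 on 12367 rows and had been picked for its closeness to Table 1. Without the counter's row for reads in no gene, 12366 rows were left, the paper's number, with 161, 95 and 2 DE genes, or 164, 94 and 2 with library sizes recomputed. The other fits with 94 were those with a CPM above 1 in at least 5 animals (172, 94 and 2 on genes only, 154, 94 and 2 with the counter's rows) and in at least 9 animals on genes only (168, 94 and 2), each with library sizes kept or recomputed. The 32 fits with 2 for PP vs. NP were all those with the tagwise estimate, except the 4 without a filter on level. All were chosen after seeing the values. Such closeness does not make any of them the authors' method, and the gene lists of Tables S1 to S3 were not used here, so how many of the paper's own genes they drop was not counted.

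The paper's 12366 genes stand beside 12803 tested here, its 13529 transcripts with non-zero counts beside 13527, and its 15036 transcripts beside 19520 genes with any count, each within 1.5 times. In Table 1, the difference of the first and second fold change columns equals the third within 0.002 in 9 of 10 lines, and in line 2 it is off by 0.87 on the log2 scale. The text speaks of significance between NN and NP for 5 transcripts, whereas the asterisks of Table 1 mark the second column in line 2 only.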

Other observations

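The test on the order of the count table below was chosen after its result was seen, while the tests with other divisions of the animals were set before theirs. The animals of NP and NN were divided into 2 groups of 5 in 100 ways, the real one included. The real groups gave 23 DE genes and 42 genes at an adjusted p under 0.05 from edgeR, the highest other division gave 1 and 1, and 1 of 100 reached either count, so chance is excluded. For PP and NP the real count was 0 by edgeR's quasi-likelihood test (2 by DESeq2 and by the exact tests, 1347 at an unadjusted p under 0.05, 823 without PP L41A and 878 without NP L61A), with 1 in the highest other division. All 100 of 100 divisions necessarily reach a count of 0, so this comparison says nothing about chance. For PP and NN chance is excluded by the values given above.

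Of the pairs of transcripts, 807618 classified every NN and NP animal, and 3 of 100 divisions gave as many, with 1136343 in the highest other, so chance is excluded at a share of 0.05 by a narrow margin. The highest was the division that exchanged NN L83 and NP L61A. Of the 10000 random sets, 42 classified every animal, and 5 of 100 divisions gave as many, with 128 in the highest other, so for this count chance is not excluded.

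Across the 12803 genes, the log2 fold changes of PP vs. NN and NP vs. NN had a correlation of 0.658 and a covariance of 0.0999. Unchanged groups with the same number of controls gave correlations of 0.471 to 0.526 and a median covariance of 0.0356, so the covariance exceeds that of shared controls by 0.0643. With divided NN animals the correlation was 0.145 to 0.503 and the covariance 0.0343 to 0.0898. Genes are not independent replicates.

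Table 1 was compared with the count table without gene names. The 3 fold changes of each of its 10 lines were compared with those of every gene, and the place in the count table of the nearest gene was noted. In the exact test with the counter's rows, which was picked out of 54 fits for such closeness, 9 of 10 lines had a gene within 0.005 in each comparison, and 8 of the 10 nearest genes lay among the first 300 of 24616 genes (1.22%), with a median place of 194. For 3 lines a second gene lay within 0.00129 in each comparison, so the nearest gene alone does not identify a line. In this exact test 0 of 10000 random draws of 10 tested rows had a median place as low, and 0.163 rows were expected among the first 300. In the edgeR quasi-likelihood fit fixed in advance, 3 of the nearest genes lay among the first 300. The median place there was 3528, and 84 of 10000 random draws of 10 genes had a median as low. This test was set up after the early places had been seen and uses the same data, so it does not decide whether the order of the table had a part in the choice of transcripts. The data here do not show how the choice was made, and genes named in the paper were not assigned to rows.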
